A study of Homo sapiens with 3 samples. Its data were reported in "Influence of Estrogen Treatment on ESR1+ and ESR1− Cells in ER+ Breast Cancer: Insights from Single-Cell Analysis of Patient-Derived Xenograft Models" (2021).

How the data were processed

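GS3 is a patient-derived xenograft, a human estrogen receptor-positive breast tumor kept in immunodeficient mice. Mice carried a placebo pellet, an estradiol (E2) pellet of 1 mg or a dihydrotestosterone (DHT) pellet of 12.5 mg for 7 days, and the tumors were then dissociated. Per the labels, cells of the replicate tumors of each treatment were pooled and captured as 1 droplet library with the 10x Chromium 3′ chemistry, in which each captured transcript carries a unique molecular identifier (UMI). Each group is therefore 1 library, and no barcode can be assigned to a tumor. The library names carry a different preparation day for each treatment, so preparation and treatment cannot be told apart in any comparison.

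The values deposited by the authors are raw UMI counts per gene and barcode, with no normalization. Per the file headers, the counts were made with Cell Ranger 3.0.1; the methods of the study name another version. Gene identifiers carry human (hg19) and mouse (mm10) prefixes, so reads were counted on a combined reference of 32738 human and 27998 mouse genes, 60736 in all, while the methods name the mouse genome alone. The matrices hold called cells, with at least 500 UMIs per barcode. The annotation release is not stated, and no coordinates are printed because the genome files used here are of another build. Gene symbols and identifiers are those paired in the files. Of the human symbols, 91 stand on more than 1 row. Genes that overlap or closely resemble others can exchange reads: IGF2 overlaps the readthrough gene INS-IGF2, and HIST1H4C shares most of its sequence with other histone H4 genes, so the source of their counts is uncertain.

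The study's filters were applied first: at least 200 genes detected and at most 20% of UMIs on mitochondrial genes. A passing barcode was classed as human with at least 90% of its UMIs on human genes, as mouse with at most 10%, and as mixed otherwise. The rule by which the study removed murine cells is not stated in enough detail to be repeated. Human UMIs were summed over the human cells of each library and divided by their total, as CPM, the UMIs of a gene per 1e6 human UMIs. Ratios between libraries were given as log2 with an exact conditional binomial (Clopper-Pearson) interval at 95% confidence. Sums carry exact Poisson intervals and shares carry exact Clopper-Pearson intervals. Intervals of differences between shares were combined from those of both shares. All these intervals cover counting error only and not the spread between tumors, which 1 library per group does not show. Intervals of sums, ratios and list medians also treat each UMI as independent. UMIs of a gene cluster in cells: HIST1H4C had 22449 UMIs in 1749 of 3779 placebo cells. These intervals therefore leave out the spread between cells and are too narrow to cover it. No test, p-value or count of changed genes was made. Where a library had 0 UMIs, the fold was computed against a floor of 3 counts in that library and is a lower bound, and no fold was given when both libraries had 3 UMIs or fewer.

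Shares of cells with a UMI and phases depend on depth. Each human cell was therefore thinned once, without replacement, to 1000 human UMIs, the largest multiple of 500 at which at least 80% of the human cells of every library remained. Shallower cells were left out. Shares without thinning are given beside the thinned ones, with the share in mouse barcodes as the background from free human RNA. Phases were assigned with CellCycleScoring of Seurat 5.3.0 (R 4.3.3) and its gene lists of S and G2/M phase, with the 3 libraries scored together. Alternatives that changed the set or depth of the cells were scored anew on those cells.

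Gene lists were compared by the median over the list of log2((CPM + 1)/(CPM + 1)), over members with at least 10 UMIs summed over the libraries. The hallmark gene sets of the study were not used here. Lists were instead written from general knowledge: estrogen-induced genes (43 symbols, with old and new names of some genes), androgen-induced genes (30), NF-kB targets (37), immediate-early and heat shock genes that rise on dissociation (24) and interferon-induced genes (36). The G2/M (54) and S (43) lists were those of Seurat. Of these, 41, 30, 36, 24, 36, 54 and 41 symbols matched a human row. Each median was set beside 10000 random lists of the same size. These were drawn from the 50 genes ranked next above and the 50 next below each member in mean expression. An interval for counting error was taken from 200 Poisson resamples. A percentile among random lists describes these libraries and is not a test. ESR1 is in none of the lists.

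The changes in E2 and in DHT share the placebo library, which alone gives a correlation above 0. Their correlation across genes with at least 20 CPM in at least 1 library was set beside 200 simulated sets of unchanged libraries of the real depths.

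Named genes followed a fixed rule of size. They were ESR1, PGR, MKI67, IL24, AREG, PDZK1, CCNE2, CDK1, TFF1, GREB1, TOP2A, E2F2, GADD45A and FKBP5; another gene named beforehand is not reported here. For each comparison, the 5 genes with the largest rise and the 5 with the largest fall in log2((CPM + 1)/(CPM + 1)) were added, among genes with at least 20 CPM in at least 1 of the libraries compared.

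Mouse barcodes were clustered with scanpy 1.11.5 (2000 variable genes, 20 principal components, 15 neighbors) and the Leiden algorithm (leidenalg 0.10.2) at resolution 1. A cluster was named when at least 3 fixed markers of a cell type were raised at least 2-fold and detected in at least 10% of its barcodes. Named clusters are called "like" the cell type, and others stayed unnamed.

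Doublets of human and mouse cells were left out as mixed barcodes. Scrublet, with an expected rate of 6%, marked 2 placebo, 1 E2 and 5 DHT cells, or 0.0529%, 0.0167% and 0.0799% of the human cells, and so did not work here. The human cells of the results below therefore still hold human-human doublets. As an alternative, the cells with the highest Scrublet scores were left out at a rate of 0.8% per 1000 barcodes, which removed 137 placebo, 361 E2 and 416 DHT cells.

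The ratios, list medians and similarity were tested on data simulated from the placebo profile, with planted changes, at the real depths of the libraries. Thinning was tested on real placebo barcodes. The simulated data held no spread between cells, so the coverage of the intervals does not speak to it. The planted changes were large for this depth, so a right direction says little. With 200 of 4748 genes changed, 95.5% of the intervals held the true E2 over placebo ratio, the direction was right for 100% of the changed genes, and their median absolute error was 0.027 on the log2 scale. A list of 40 genes with a true median of 1.00 gave 0.99. With the 200 genes changed in E2 and an unchanged DHT library, Pearson's r of the changes was 0.096. Thinning of 1000 placebo barcodes gave ESR1 in 9.30% against 9.92% computed. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9.

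The groups, comparisons, gene lists, named genes, cell type markers and most alternatives were fixed before the data were examined. The alternatives were a filter of at least 500 genes and at most 10% mitochondrial UMIs, species thresholds of 99% and 1%, Scrublet calls, scaling by the median of ratios, equal weight for each cell, subtraction of free RNA, other pseudocounts, minimum counts and thinning depths, another random draw, scoring without the DHT library, a simple phase rule, and other Leiden resolutions. The simple rule called a cell S or G2/M where its share of UMIs on that list exceeded the upper quartile of placebo cells. After the data were seen, 3 alternatives were added: only barcodes with at least 2% mitochondrial UMIs, only barcodes with at least 0.3% of UMIs on MALAT1, and the highest Scrublet scores left out. The exclusion of hemoglobin-rich mouse barcodes (over 10% of UMIs on hemoglobin genes) from 1 check was also set after the mouse clusters were seen.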

Results

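Single-cell RNA-Seq was performed on GS3 tumors from mice treated for 7 days with placebo, E2 or DHT. There was 1 library for each treatment. The files held 4536 barcodes and 38036253 UMIs for placebo, 7548 barcodes and 62766434 UMIs for E2, and 8300 barcodes and 40647485 UMIs for DHT. The filters on genes and mitochondrial UMIs removed 500 placebo, 534 E2 and 1453 DHT barcodes. The limit of 20% mitochondrial UMIs alone removed 485, 498 and 1397 of these, respectively. After filtering, 4036 placebo, 7014 E2 and 6847 DHT barcodes remained. With 1 library per treatment, no difference below can be set against a spread between replicates, and intervals (95%) are for counting error only.

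Because the stroma of a xenograft is murine, barcodes were separated by species. Human barcodes made up 93.6% (92.8 to 94.4) of the passing barcodes in placebo, 85.2% (84.4 to 86.1) in E2 and 91.4% (90.8 to 92.1) in DHT. Mouse barcodes made up 2.95% (2.45 to 3.52), 6.80% (6.22 to 7.42) and 4.94% (4.44 to 5.48), respectively. The rest, 3.42% in placebo, 7.96% in E2 and 3.62% in DHT, were mixed. The alternative that moved these shares most was the species threshold of 99% and 1%, under which the share of human E2 barcodes was 79.5% and no barcode of any library was classed as mouse. All further human results rest on 3779 placebo, 5979 E2 and 6261 DHT cells, 16019 in all, with 35173496, 56488802 and 32233669 human UMIs. The median depth was 6633 human UMIs and 1984 genes per placebo cell, 7044 and 2017 per E2 cell, and 3839 and 1417 per DHT cell. The median share of mitochondrial UMIs was 5.17% in placebo, 5.60% in E2 and 1.13% in DHT cells, so that the DHT library differed from the others in depth and in mitochondrial content.

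Epithelial markers were detected in the human cells. Their share in mouse barcodes was not taken, so part of this detection may be free RNA. KRT19 was detected in 95.1% of placebo, 96.2% of E2 and 97.3% of DHT cells, KRT8 in 86.5%, 86.9% and 87.4%, KRT18 in 88.2%, 78.8% and 89.7%, and EPCAM in 60.8%, 59.3% and 48.6%. CDH1 was detected in 35.5%, 38.9% and 22.7%, and MUC1 in 7.81%, 4.98% and 6.29%. Of the markers of other human cells, PTPRC, COL1A1, COL1A2 and COL3A1 were each detected in less than 1% of the cells of every library, and PECAM1 was not found among the human symbols of the files.

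The study asked how estrogen affects the expression of the estrogen receptor gene ESR1, its target PGR, the proliferation gene MKI67 and the cytokine gene IL24 in this tumor. ESR1 (ENSG00000091831) had 4645 UMIs in placebo (132 CPM, 128 to 136), 3838 in E2 (67.9 CPM, 65.8 to 70.1) and 1799 in DHT (55.8 CPM, 53.3 to 58.5). Its log2 ratio to placebo was −0.96 (−1.02 to −0.90) in E2 and −1.24 (−1.32 to −1.16) in DHT. The ratio in E2 moved most when each cell was weighted equally, to −0.68. PGR (ENSG00000082175) had 3 UMIs in placebo, 1146 in E2 (20.3 CPM, 19.1 to 21.5) and 2 in DHT. Its log2 ratio of E2 over placebo was 7.89 (6.34 to 10.17) and of E2 over DHT 8.35 (6.50 to 11.40), and no ratio of DHT to placebo is given at these counts. MKI67 (ENSG00000148773) had 938, 801 and 241 UMIs, or 26.7 CPM (25.0 to 28.4), 14.2 CPM (13.2 to 15.2) and 7.48 CPM (6.56 to 8.48). Its log2 ratio to placebo was −0.91 (−1.05 to −0.77) in E2 and −1.83 (−2.04 to −1.63) in DHT. IL24 (ENSG00000162892) had 240, 1395 and 45 UMIs, or 6.82 CPM (5.99 to 7.74), 24.7 CPM (23.4 to 26.0) and 1.40 CPM (1.02 to 1.87). Its log2 ratio to placebo was 1.86 (1.66 to 2.06) in E2 and −2.29 (−2.78 to −1.82) in DHT. Of E2 over DHT, the log2 ratio was 0.92 (0.71 to 1.14) for MKI67 and 4.14 (3.72 to 4.61) for IL24. For ESR1 it was 0.28 (0.20 to 0.37), and this order depended on the barcodes used: the ratio was −0.12 (−0.21 to −0.037) with at least 2% mitochondrial UMIs and −0.18 (−0.27 to −0.090) with at least 0.3% of UMIs on MALAT1.

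The study also compared the share of cells in which each of these genes was detected. Thinning to 1000 UMIs kept 3374 placebo, 5586 E2 and 5242 DHT cells and left out 405 (10.7%), 393 (6.57%) and 1019 (16.3%). ESR1 was then detected in 10.4% (9.39 to 11.5) of placebo, 6.34% (5.71 to 7.01) of E2 and 4.35% (3.81 to 4.94) of DHT cells. The difference from placebo was −4.07 percentage points (−5.31 to −2.85) in E2 and −6.05 (−7.26 to −4.88) in DHT. Without thinning the shares were 42.5%, 34.6% and 17.4%, and the difference in E2 moved most under that alternative, to −7.92 percentage points. PGR was detected in 0 of 3374 placebo cells, which allows a share of up to 0.109%, in 1.77% (1.44 to 2.15) of E2 cells and in 0 of 5242 DHT cells, which allows up to 0.0703%. The difference of E2 from placebo was 1.77 percentage points (1.43 to 2.15), and no difference between DHT and placebo was detectable at this depth. Without thinning the shares were 0.0794%, 12.0% and 0.0319%. MKI67 was detected in 1.93% (1.49 to 2.45), 1.27% (0.994 to 1.60) and 0.591% (0.402 to 0.838), with differences from placebo of −0.655 percentage points (−1.25 to −0.108) in E2 and −1.34 (−1.89 to −0.833) in DHT. The difference in E2 was no longer detectable with at least 2% mitochondrial UMIs (−0.557, −1.29 to 0.0896) or at least 0.3% of UMIs on MALAT1 (−0.644, −1.37 to 0.00757). Another random draw of UMIs gave −1.29 (−1.91 to −0.714), beyond the interval of the first draw, which does not cover the choice of draw. Without thinning the shares were 11.8%, 7.88% and 2.65%. IL24 was detected in 0.385% (0.205 to 0.658), 1.93% (1.59 to 2.33) and 0.114% (0.0420 to 0.249), with differences of 1.55 percentage points (1.11 to 1.98) in E2 and −0.271 (−0.553 to −0.0461) in DHT. The difference in DHT was not detectable under the stricter filter (−0.0570, −0.356 to 0.175), at 500 UMIs (−0.0573, −0.267 to 0.109) or with the highest Scrublet scores left out (−0.216, −0.494 to 0.00804). It was detectable under the other settings, among them another random draw (−0.491, −0.845 to −0.195). With at least 2% mitochondrial UMIs it was −0.429 (−0.814 to −0.144), and with at least 0.3% of UMIs on MALAT1 −0.522 (−0.910 to −0.213). Without thinning the shares were 4.58%, 12.1% and 0.655%.

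Mouse barcodes, which should lack human transcripts, gave the background. Their median depth was 4916 total UMIs in placebo, 5603 in E2 and 5329.5 in DHT, of which 255, 335 and 286 were human, against the 6633, 7044 and 3839 human UMIs of the human cells. Without thinning, human ESR1 was found in 3.36% of 119 placebo, 1.89% of 477 E2 and 1.48% of 338 DHT mouse barcodes. PGR was found in 0%, 1.05% and 0%, MKI67 in 0.840%, 0% and 0.296%, and IL24 in 0%, 0.839% and 0%. A count of 0 allows a share of up to 3.05% in placebo, 0.770% in E2 and 1.09% in DHT mouse barcodes. The unthinned shares of PGR in placebo and DHT cells and of IL24 in DHT cells lie within these limits, so the mouse barcodes are too few to tell whether they are background. Without thinning, the shares of ESR1 exceeded the upper limit of the background in each library (8.38%, 3.55% and 3.42%). So did those of MKI67 (4.59%, 0.770% and 1.64%), of PGR in E2 (2.43%) and of IL24 in placebo (3.05%) and E2 (2.13%). The thinned shares of ESR1 exceeded these unthinned limits as well. The mouse barcodes were not thinned, so they give no background at like depth for the thinned shares of the other genes.

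**Figure D1:**
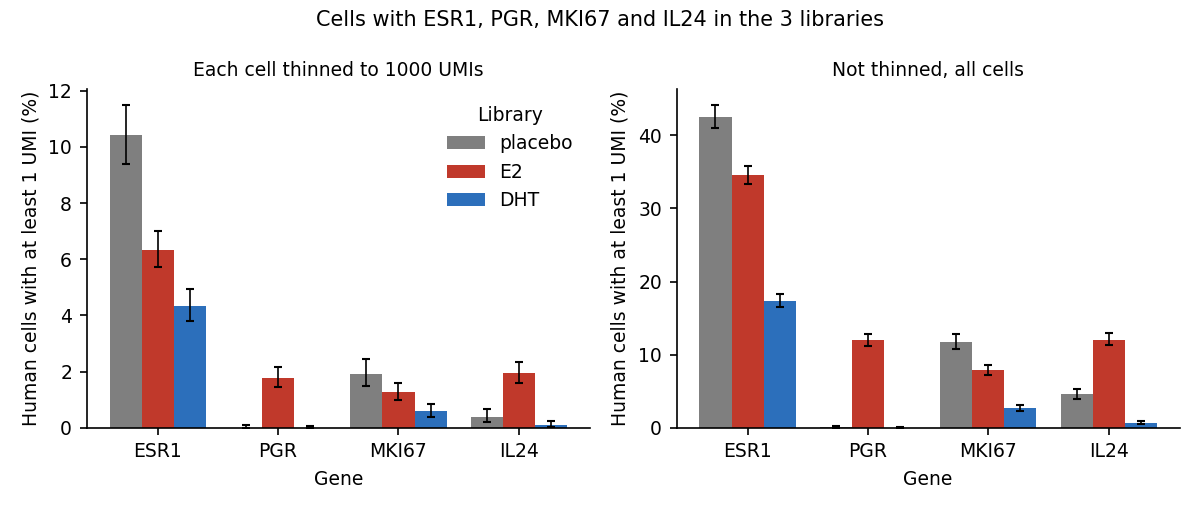
Share of human cells with at least 1 UMI of ESR1, PGR, MKI67 and IL24 (percent, vertical axis) in the placebo, E2 and DHT libraries, with cells thinned to 1000 UMIs (left) and without thinning (right). Bars are shares and error bars exact 95% intervals for counting error; the thinned share of ESR1 was 10.4% in placebo, 6.34% in E2 and 4.35% in DHT.

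The other named genes were compared in CPM. Among estrogen targets, the log2 ratio of E2 over placebo was 4.33 (4.16 to 4.52) for PDZK1, 3.41 (3.39 to 3.43) for TFF1, 2.90 (2.74 to 3.08) for GREB1 and 1.40 (1.27 to 1.53) for AREG. In DHT, AREG (−1.97) and GREB1 (−0.71) were lower than in placebo, and the ratio of PDZK1 was 0.21 (−0.031 to 0.46), not detectable as a difference. TFF1 was at 594 CPM in placebo, 6314 in E2 and 752 in DHT; its log2 ratio of DHT over placebo was 0.34, but −0.016 when each cell was weighted equally. The cell cycle genes were lower in both treatments: in E2 and DHT, the log2 ratio to placebo was −0.40 and −0.99 for CDK1, −0.74 and −1.69 for TOP2A, −0.86 and −0.86 for CCNE2, and −1.01 and −1.28 for E2F2. GADD45A was higher in E2 (1.84, 1.59 to 2.10), and its ratio in DHT was −0.21 (−0.56 to 0.14), not detectable as a difference. FKBP5, a gene that androgens induce, had log2 ratios of 2.95 (2.60 to 3.31) in E2 and 0.85 (0.42 to 1.29) in DHT.

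The largest changes by the rule of size were drawn from 5093 genes for E2 over placebo, 4983 for DHT over placebo and 5097 for E2 over DHT. In E2, IGF2 (ENSG00000167244) rose from 1 UMI in placebo to 30887 (547 CPM), a log2 ratio of 14.23 (11.75 to 19.54); its reads may be shared with an overlapping readthrough gene. The other largest rises were those of NPW (log2 ratio 8.62, 7.98 to 9.35), PGLYRP2 (8.03, 7.30 to 8.86), S100A7 (7.17, 6.51 to 7.93) and KLK12. KLK12 had 2812 UMIs in E2 and 0 in placebo and in DHT, so that, set against a floor of 3 UMIs, it was at least 583.64-fold higher than in placebo and at least 534.86-fold higher than in DHT, with lower limits for counting error of 474.3 and 434.7. The largest falls in E2 were those of RP11-890B15.2 (−6.97, −7.51 to −6.48), IGFBP5 (−4.52, −4.57 to −4.48), AC008268.1 (−5.40, −5.81 to −5.02), PVALB (−4.64, −4.83 to −4.46) and SPINK8 (−3.78, −3.97 to −3.59).

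In DHT, the largest rises over placebo were those of EDDM3B (5.14, 4.63 to 5.70), RP11-279F6.2 (4.26, 3.82 to 4.73), SLC26A3 (3.85, 3.52 to 4.20), SEC14L2 (3.44, 3.17 to 3.71) and EAF2 (3.35, 3.05 to 3.66). The largest falls were those of HIST1H4C (−3.35, −3.42 to −3.29), CEBPD (−3.48, −3.74 to −3.23), EGR3 (−3.23, −3.34 to −3.11), CLSTN2 (−3.57, −3.92 to −3.23) and KCNK6 (−3.08, −3.21 to −2.95). Reads of HIST1H4C may be shared with other histone H4 genes. Between the hormones, the genes highest in E2 over DHT were IGF2 (11.78), NPW (8.42), KLK12, PGLYRP2 (6.31) and SH2D2A (6.63), and the lowest were AC008268.1 (−7.64), PVALB (−6.71), SPINK8 (−5.29), EDDM3B (−9.82) and SCGN (−5.19). AC008268.1, PVALB, SPINK8 and SCGN fell in E2 and rose in DHT: PVALB was at 118 CPM in placebo, 4.71 in E2 and 494 in DHT. Over 3913 genes with at least 20 CPM in each library, the median log2 ratio was −0.052 for E2 over placebo, 0.065 for DHT over placebo and −0.11 for E2 over DHT, and the E2 over DHT ratios should be read relative to the last of these.

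The changes in E2 and in DHT were then set against each other across 5309 genes. Pearson's r was −0.0048 and Spearman's rho 0.021, across genes, which are not independent replicates. Simulated unchanged libraries that share a placebo library gave a median r of 0.54 (0.52 to 0.57), but with 200 of 4748 genes changed in 1 of them r was 0.096, so 0.54 is a reference only for libraries without changes. The changes had the same sign for 49.6% of the genes, with 1455 lower and 1177 higher in both. The stricter filter on cells moved r most, to −0.0677.

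**Figure D2:**
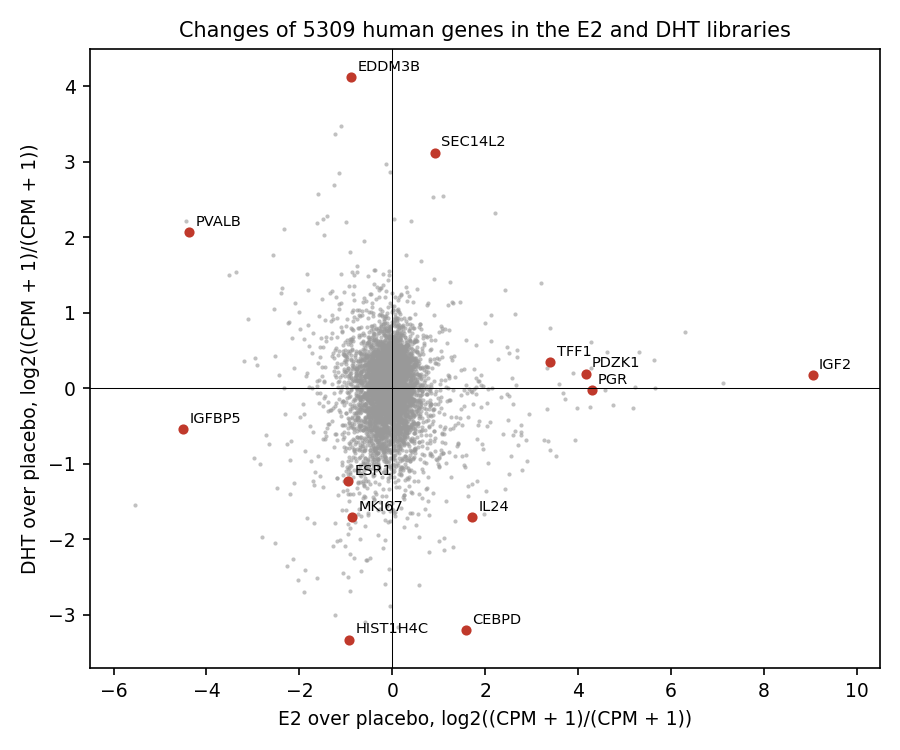
Change of 5309 human genes in E2 over placebo (horizontal axis) and in DHT over placebo (vertical axis), both as log2((CPM + 1)/(CPM + 1)), 1 point per gene with 13 genes named in red. Pearson's r across genes was −0.0048.

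Gene lists were compared to place these genes in known responses. The median log2 change of 40 estrogen-induced genes was 0.80 (0.69 to 0.85) in E2 and −0.52 (−0.59 to −0.37) in DHT, at percentiles 100 and 0 of the random lists. The median in E2 moved most with a pseudocount of 10 CPM, to 0.55. PGR, TFF1, GREB1, PDZK1, AREG and EGR3, named above, belong to this list. The median of 27 androgen-induced genes, FKBP5 and SEC14L2 among them, was −0.065 (−0.11 to 0.0098) in E2, at percentile 27.2, and 0.28 (0.13 to 0.45) in DHT, at percentile 100. The median of 30 NF-kB targets was 0.018 (−0.049 to 0.11) in E2, at percentile 72.1, where the mean was −0.023 and so of the other sign, and −0.17 (−0.30 to −0.062) in DHT, at percentile 11.7. The 24 immediate-early and heat shock genes had a median of 0.054 (0.037 to 0.071) in E2, at percentile 81.4, with a mean of −0.11, and of −1.06 (−1.09 to −1.03) in DHT, at percentile 0. The sign in E2 also changed with the filter: the median was −0.038 (−0.048 to −0.013) under the stricter filter and −0.0023 with each cell weighted equally. The 34 interferon-induced genes had a median of −0.58 (−0.71 to −0.53) in E2 and −0.57 (−0.67 to −0.50) in DHT, both at percentile 0. The median of E2 over DHT was −0.030 (−0.10 to 0.042) for this list, with a mean of 0.048. The 53 G2/M genes had medians of −0.57 (−0.59 to −0.50) in E2 and −1.01 (−1.06 to −0.97) in DHT, and the 41 S genes of −0.48 (−0.50 to −0.41) and −0.57 (−0.66 to −0.48), all at percentile 0. Of E2 over DHT, the median was 1.68 (1.56 to 1.75) for the estrogen list, 0.93 (0.90 to 0.98) for the immediate-early and 0.52 (0.47 to 0.56) for the G2/M list, all at percentile 100, and −0.28 (−0.49 to −0.17) for the androgen list, at percentile 0.07. These medians moved most to 1.00 with a pseudocount of 10 CPM, 0.64 with each cell weighted equally, 0.26 under the stricter filter and −0.89 with a pseudocount of 0.1 CPM, respectively. For the NF-kB and S lists they were at percentiles 74.5 and 79.5, and no order is read from them.

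**Figure D3:**
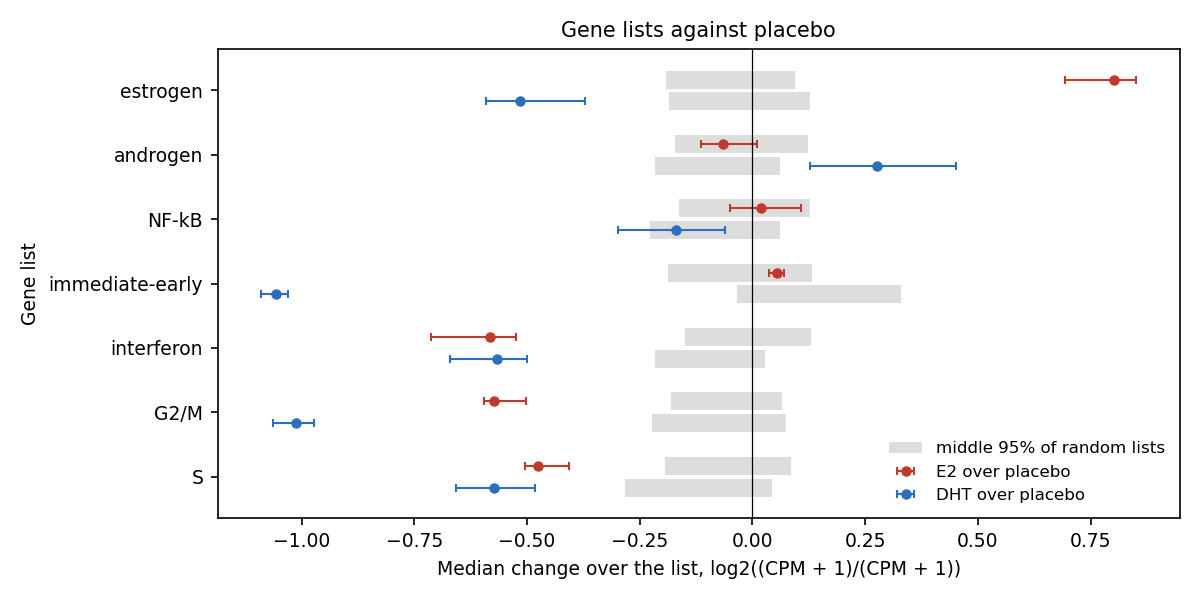
Median change of each gene list (vertical axis) in E2 and DHT over placebo, as log2((CPM + 1)/(CPM + 1)) (horizontal axis), with 95% intervals for counting error and grey bands for the middle 95% of 10000 random lists. The estrogen list lies at 0.80 in E2 and −0.52 in DHT, and the G2/M list at −0.57 and −1.01.

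The study asked whether estrogen changes the distribution of cells over the cell cycle. With cells thinned to 1000 UMIs, 46.2% (44.5 to 47.9) of placebo, 55.0% (53.7 to 56.4) of E2 and 58.0% (56.7 to 59.4) of DHT cells were assigned to G1. The S phase held 30.5% (28.9 to 32.1), 26.5% (25.3 to 27.6) and 33.0% (31.7 to 34.3), and G2/M 23.4% (21.9 to 24.8), 18.5% (17.5 to 19.5) and 9.02% (8.26 to 9.83). In E2, the difference from placebo was 8.87 percentage points (6.72 to 11.01) for G1, −4.01 (−5.97 to −2.06) for S and −4.86 (−6.64 to −3.10) for G2/M. The difference for G1 moved most without thinning, to 13.8 percentage points. In DHT, the difference was 11.8 percentage points (9.67 to 14.0) for G1 and −14.3 (−16.0 to −12.7) for G2/M. The difference for S in DHT, 2.50 (0.464 to 4.51), became −3.56 (−4.82 to −2.33) under the simple phase rule, and the S gene list was lower in DHT, so no order is read from it. Without thinning, G1 held 48.5%, 62.3% and 65.4%, S 26.6%, 19.4% and 25.2%, and G2/M 24.9%, 18.3% and 9.39% of placebo, E2 and DHT cells.

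**Figure D4:**
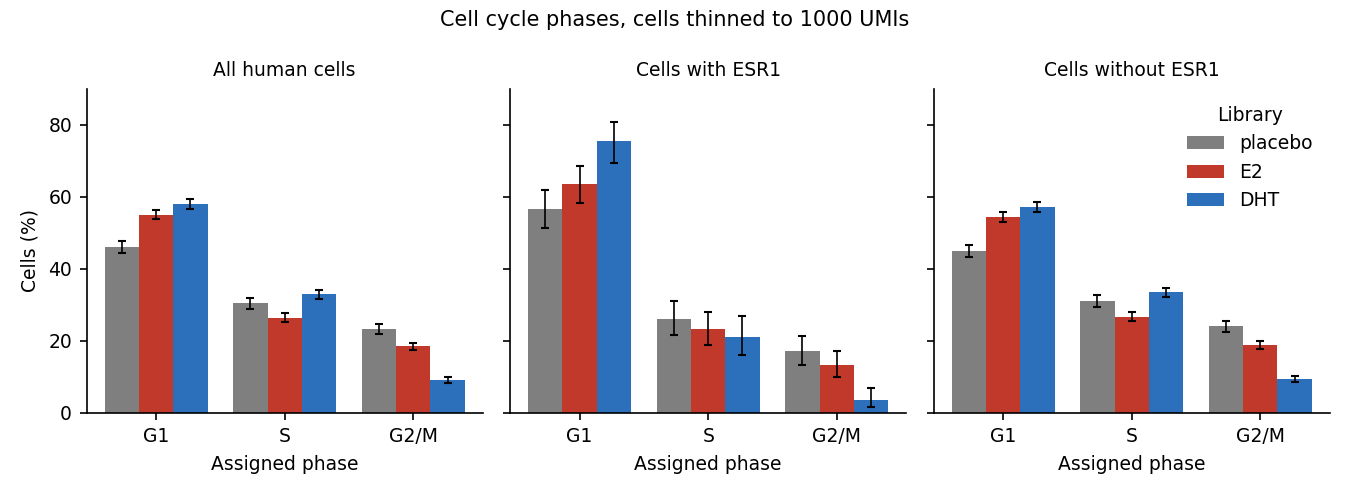
Share of human cells assigned to G1, S and G2/M (percent, vertical axis) in the placebo, E2 and DHT libraries, for all cells, cells with ESR1 and cells without ESR1, thinned to 1000 UMIs. Bars are shares and error bars exact 95% intervals for counting error; G2/M held 23.4% of placebo, 18.5% of E2 and 9.02% of DHT cells.

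The study made the same comparison within ESR1-positive and ESR1-negative cells. After thinning, 351 placebo, 354 E2 and 228 DHT cells were ESR1-positive and 3023, 5232 and 5014 were ESR1-negative. A negative cell is one in which no ESR1 UMI was drawn and can still express the gene. In ESR1-positive cells, the difference of E2 from placebo was 6.86 percentage points (−0.562 to 14.2) for G1 and −3.82 (−9.31 to 1.68) for G2/M, neither detectable at this number of cells. The difference for G1 was detectable under other settings, with 10.0 (6.89 to 13.2) without thinning, 14.0 (4.54 to 23.2) under the stricter filter and 10.4 (4.47 to 16.2) with the simple phase rule, and that for G2/M was −3.70 (−5.98 to −1.46) without thinning. In ESR1-negative cells it was 9.52 (7.27 to 11.8) for G1 and −5.24 (−7.12 to −3.37) for G2/M. The difference for G1 in ESR1-negative cells moved most without thinning, to 18.3. Whether the classes differ in their response was not tested. In DHT, G1 was higher than in placebo by 18.7 percentage points (10.7 to 26.4) in ESR1-positive cells, though by 5.44 (−6.07 to 16.7) at 500 UMIs, and by 12.3 (10.0 to 14.5) in ESR1-negative cells, and the differences for G2/M were −13.6 (−18.4 to −8.57) and −14.8 (−16.6 to −13.1). The difference for S in ESR1-negative DHT cells, 2.54 (0.413 to 4.66), became −3.75 under the simple phase rule. After thinning to 1000 UMIs, ESR1-positive cells were more often in G1 than ESR1-negative cells, by 11.7 percentage points (6.08 to 17.3) in placebo, 9.09 (3.66 to 14.3) in E2 and 18.2 (11.9 to 23.8) in DHT. This depended on the setting: at 500 UMIs the difference was 5.07 (−2.19 to 12.3), 2.50 (−5.17 to 9.85) and −6.78 (−16.0 to 2.08), and with at least 2% mitochondrial UMIs it was 2.82 (−3.55 to 9.27), 2.49 (−3.38 to 8.33) and 8.43 (0.561 to 15.9). For G2/M it was −6.99 (−11.1 to −2.38), −5.57 (−9.10 to −1.45) and −5.77 (−7.92 to −2.38), and at 500 UMIs −5.29 (−10.7 to 0.965), −2.40 (−7.63 to 3.95) and −5.01 (−7.78 to 0.0887). For S it was −4.75 (−9.58 to 0.447), −3.52 (−7.98 to 1.38) and −12.5 (−17.7 to −6.44), and in DHT it changed sign at 500 UMIs, to 11.8 (3.16 to 20.9).

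The estrogen list rose in E2 over placebo in both classes, with a median log2 change of 1.07 (0.75 to 1.62) in ESR1-positive and 1.09 (0.85 to 1.31) in ESR1-negative cells. In DHT it was −0.10 (−0.51 to 0.071) and −0.43 (−0.60 to −0.24). The G2/M list had medians of −0.56 (−0.81 to −0.39) and −0.65 (−0.71 to −0.55) in E2 and of −1.94 (−2.71 to −1.75) and −1.37 (−1.45 to −1.27) in DHT. Among these, the median of the G2/M list in ESR1-positive cells of DHT moved most, to −1.03 without thinning.

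The study compared IL24-positive with IL24-negative cells. After thinning, 13 placebo, 108 E2 and 6 DHT cells were IL24-positive, too few for a comparison in placebo and DHT at this depth. In E2, 47.2% (37.5 to 57.1) of IL24-positive and 55.2% (53.9 to 56.5) of IL24-negative cells were in G1, 41.7% (32.3 to 51.5) and 26.2% (25.0 to 27.3) in S, and 11.1% (5.87 to 18.6) and 18.6% (17.6 to 19.7) in G2/M. The difference was −7.98 percentage points (−17.8 to 1.95) for G1 and −7.53 (−12.9 to 0.036) for G2/M, neither detectable at this number of cells. For S it was 15.5 (6.02 to 25.5), but −0.0734 (−11.5 to 14.8) at 500 UMIs, 2.20 (−2.30 to 9.12) with the simple phase rule, 9.63 (−1.14 to 20.99) with at least 2% mitochondrial UMIs and 3.63 (0.438 to 7.02) without thinning. The difference for G1 moved most with cells thinned to 500 UMIs, to 6.07 percentage points (−9.48 to 19.9). Without thinning, with 722 IL24-positive E2 cells, it was 5.86 (2.07 to 9.52), also of the other sign, and that for G2/M was −9.49 (−11.8 to −6.84). In placebo, with 173 IL24-positive cells without thinning, the differences were 9.74 (1.84 to 17.4) for G1 and −14.6 (−19.1 to −8.80) for G2/M. Without thinning these classes also differ in depth. IL24 was found in 2.26% (0.981 to 4.40) of ESR1-positive and 1.91% (1.56 to 2.32) of ESR1-negative E2 cells after thinning, a difference of 0.349 percentage points (−0.994 to 2.52). Without thinning it was found in 20.8% (19.1 to 22.6) of 2069 ESR1-positive and 7.44% (6.64 to 8.31) of 3910 ESR1-negative E2 cells, classes that also differ in depth.

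The 119 placebo, 477 E2 and 338 DHT mouse barcodes formed 15 clusters. Endothelial-like barcodes made up 18.5% (12.0 to 26.6) of the placebo, 12.2% (9.36 to 15.4) of the E2 and 22.2% (17.9 to 27.0) of the DHT mouse barcodes, fibroblast-like barcodes 2.52% (0.523 to 7.19), 26.2% (22.3 to 30.4) and 22.5% (18.1 to 27.3), and dendritic-like barcodes 5.04% (1.87 to 10.7), 7.55% (5.34 to 10.3) and 2.96% (1.43 to 5.37). The dendritic-like share in placebo moved most under the stricter filter, to 28.4%, where a cluster led by Chil3 and Ly6c2 took that name. Clusters led by hemoglobin genes stayed unnamed and held 3 placebo, 5 E2 and 97 DHT barcodes. The 97 are 28.7% of the DHT mouse barcodes and lower every other DHT share. No order of E2 and DHT is therefore read for fibroblast-like barcodes, which made up 25.4% in E2 and 32.6% in DHT under the stricter filter. The 4 fibroblast-like clusters and 1 of the endothelial-like clusters had none of their fixed markers among their top 10 genes and were named from at least 5 raised markers each. As named, macrophage-like barcodes made up 47.1% (37.8 to 56.4), 42.3% (37.9 to 46.9) and 11.8% (8.59 to 15.8), and pericyte or smooth muscle-like barcodes 24.4% (17.0 to 33.1), 10.7% (8.06 to 13.8) and 11.8%, but no order is read from these 2 classes. In each, 1 cluster was named from only 3 raised markers and its leading genes point to other cells: Chil3, Ly6c2, Clec4e and Cd177, genes of monocytes and neutrophils, in a macrophage-like cluster (20 placebo, 15 E2 and 10 DHT barcodes), and Igfbp2 and Col10a1 in a pericyte-like one (17, 31 and 23). The other 3 macrophage-like clusters held 9, 4 and 23 placebo, 82, 72 and 33 E2, and 4, 8 and 18 DHT barcodes. They were named from 8 raised markers each. No macrophage-like cluster had any of its fixed markers among its top 10 genes. Several clusters came mostly from 1 library and may be that library and not a cell type: of 95 barcodes in a macrophage-like cluster 82 were from E2, and of 25 in a fibroblast-like cluster 23 were from DHT.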

Values the study reported

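For GS3, the study reported 20,467 genes detected in 3927 cells from placebo-treated and 6704 cells from E2-treated tumors, after removal of murine cells. It reported that with E2 the percentage of ESR1-positive cells fell by 10%, that of PGR-positive cells rose by 11% and that of MKI67-positive cells fell by 4%. It reported a change of +12.5% in G1 cells and of −4.7% in G2/M cells with E2. Within ESR1-positive and ESR1-negative cells, it reported that G1 rose by 10.9% and 16.0% and G2/M fell by 3.4% and 7.8%, respectively. For IL-24-positive cells, it reported a percentage in E2-treated tumors 2.75-fold of that in placebo.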

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

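The tests of free human RNA in shallow mouse barcodes and of free mouse RNA in shallow human barcodes were chosen only after the result was seen. Both patterns concern barcodes that no comparison of the results uses.

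Mixed human-mouse barcodes made up 7.96% (7.33 to 8.61) of the passing E2 barcodes, against 3.42% (2.88 to 4.03) in placebo and 3.62% in DHT. They drew attention because they hold signal outside the main measurement, above the level in placebo. Mixed E2 barcodes were shallow: their median total was 1268.5 UMIs, below the 7064 of human and the 5603 of mouse E2 barcodes, which argues against droplets that hold a whole human and a whole mouse cell as their main source. Free mouse RNA in shallow human barcodes is also argued against, because 88.7% (85.8 to 91.2) of the mixed E2 barcodes held more mouse UMIs than 99% of the human E2 barcodes of at least 10000 human UMIs (183.96). A comparison set beforehand, with all human barcodes, was dropped because the limits of the classes largely fix its outcome. Free human RNA in shallow mouse barcodes stays open as a candidate explanation: the median of human UMIs in mixed E2 barcodes was 1.21 times that in mouse E2 barcodes, near the level that free RNA gives. The larger share in E2 may then follow from more shallow mouse barcodes in that library, in which mouse barcodes were also more frequent (6.80% against 2.95% in placebo). A difference of the stroma with treatment was not tested and cannot be separated from library preparation.

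Barcodes with over 20% mitochondrial UMIs made up 16.8% (16.03 to 17.7) of the DHT barcodes, against 10.7% (9.81 to 11.6) in placebo and 6.60% (6.05 to 7.18) in E2. They too hold signal above the level in placebo that no comparison uses. Damaged cells that lost cytoplasmic RNA are a candidate explanation. The test set beforehand asked for a median of non-mitochondrial UMIs well below that of passing barcodes, at a limit that 0.309 would meet and 0.511 would not. In DHT the median ratio was 0.511, so by that test alone the explanation is argued against. It was left undecided after the value was seen, because passing DHT barcodes were shallow themselves: in placebo and E2, where they were deeper, the ratio was 0.309 and 0.232. A treatment effect on viability was not tested.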

How the results depend on the processing

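The alternatives with at least 2% mitochondrial UMIs, with at least 0.3% of UMIs on MALAT1 and with the highest Scrublet scores left out were tests chosen only after the results were seen. No paired analysis was possible because each treatment was 1 library and no barcode is assigned to a tumor. Over all alternatives there were 1982 comparisons of a result with its value under another setting. A change of sign was counted only where the interval for counting error of the result, and that of the alternative if it has one, left out 0. Of the comparisons, 1530 stayed within the interval of the result, 444 left it without such a change of sign and 8 changed sign. In 69 of those not counted as changes of sign the value still had the other sign. Of the 841 for results that answer a comparison, among them the ratios of ESR1, PGR, MKI67 and IL24 between E2 and DHT, 637 stayed within, 197 left it and 7 changed sign. Of the 1141 for the other named genes, the other comparisons of E2 with DHT and the pericyte and macrophage classes, 893 stayed within, 247 left it and 1 changed sign. No result left its interval when Scrublet calls were left out (81 comparisons), when phases were scored without the DHT library (23) or at Leiden resolution 1.5 (9), among results that answer a comparison. The cause was not tested for any of the values below.

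Changes of sign counted in this way were as follows. The log2 ratio of ESR1 in E2 over DHT became −0.12 with at least 2% mitochondrial UMIs and −0.18 with at least 0.3% of UMIs on MALAT1. That of TFF1 in DHT over placebo became −0.016 with each cell weighted equally. The median of the immediate-early list in E2 over placebo became −0.038 with at least 500 genes and at most 10% mitochondrial UMIs and −0.0023 with each cell weighted equally. With the simple phase rule, the difference of DHT from placebo for S became −3.56 percentage points in all cells and −3.75 in ESR1-negative cells. In DHT, the difference of ESR1-positive minus ESR1-negative cells for S became 11.8 percentage points with cells thinned to 500 UMIs. Values with each cell weighted equally, with median-of-ratios scaling or with free RNA subtracted carry no interval, so the change of sign there rests on the value alone.

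With at least 500 genes and at most 10% mitochondrial UMIs required, the log2 CPM ratios became −0.73 for ESR1 in E2 over placebo, −1.67 for ESR1 in DHT over placebo, 0.94 for ESR1 in E2 over DHT, −1.10 for MKI67 in E2 over placebo, 2.08 for IL24 in E2 over placebo, −1.59 for IL24 in DHT over placebo and 3.67 for IL24 in E2 over DHT. Under that stricter filter, the list medians became 0.91 for the estrogen list in E2 over placebo, 0.026 for the androgen list in E2 over placebo, −0.30 for the NF-kB list in DHT over placebo, −0.87 for the immediate-early list in DHT over placebo, −0.49 for the interferon list in DHT over placebo, −0.86 for the G2/M list in E2 over placebo, −1.09 for the G2/M list in DHT over placebo and −0.57 for the S list in E2 over placebo. In the strictly filtered barcodes, the list medians within the ESR1 classes became −0.97 for the G2/M list in ESR1-positive cells, E2 over placebo, 1.40 for the estrogen list in ESR1-negative cells, E2 over placebo, −0.77 for the G2/M list in ESR1-negative cells, E2 over placebo and −1.50 for the G2/M list in ESR1-negative cells, DHT over placebo. After the stricter filter, the difference from placebo in the share of positive cells became, in percentage points, −2.54 for ESR1 in E2. With at least 500 genes and at most 10% mitochondrial UMIs required, the phase differences from placebo became, in percentage points, 11.8 for G1 in E2, 16.3 for G1 in DHT, −9.12 for G2/M in E2, −18.4 for G2/M in DHT, −9.60 for G2/M in ESR1-positive cells of E2, 11.9 for G1 in ESR1-negative cells of E2, 16.7 for G1 in ESR1-negative cells of DHT, −9.26 for G2/M in ESR1-negative cells of E2 and −18.8 for G2/M in ESR1-negative cells of DHT. Under that stricter filter, the phase difference of ESR1-positive minus ESR1-negative cells became, in percentage points, 11.6 for G1 in DHT. In the strictly filtered barcodes, the phase difference of IL24-positive minus IL24-negative cells became, in percentage points, −10.4 for G2/M in DHT. After the stricter filter, the correlation of the E2 and DHT changes became −0.0677. With at least 500 genes and at most 10% mitochondrial UMIs required, the species shares became 4.05% for mouse barcodes of placebo, 8.61% for mouse barcodes of E2 and 92.2% for human barcodes of DHT. Under that stricter filter, the class shares of mouse barcodes became 28.4% for dendritic-like barcodes of placebo, 11.9% for dendritic-like barcodes of E2, 9.75% for dendritic-like barcodes of DHT, 29.2% for endothelial-like barcodes of DHT and 32.6% for fibroblast-like barcodes of DHT.

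Among barcodes with at least 2% mitochondrial UMIs, the log2 CPM ratios became −0.86 for ESR1 in DHT over placebo, −2.21 for MKI67 in DHT over placebo and 1.24 for MKI67 in E2 over DHT. Without the low-mitochondrial barcodes, the list medians became 0.12 for the immediate-early list in E2 over placebo, −1.37 for the immediate-early list in DHT over placebo, −0.62 for the G2/M list in E2 over placebo, −1.30 for the G2/M list in DHT over placebo and −0.69 for the S list in DHT over placebo. In barcodes at or above that limit, the list medians within the ESR1 classes became −0.32 for the G2/M list in ESR1-positive cells, E2 over placebo, −1.71 for the G2/M list in ESR1-positive cells, DHT over placebo and −1.16 for the G2/M list in ESR1-negative cells, DHT over placebo. Above that mitochondrial limit, the difference from placebo in the share of positive cells became, in percentage points, −5.57 for ESR1 in E2. Among barcodes with at least 2% mitochondrial UMIs, the phase differences from placebo became, in percentage points, 6.13 for G1 in E2, −0.347 for S in DHT, −2.21 for G2/M in E2, −11.7 for G2/M in DHT, 6.31 for G1 in ESR1-negative cells of E2, 0.108 for S in ESR1-negative cells of DHT, −2.59 for G2/M in ESR1-negative cells of E2 and −11.9 for G2/M in ESR1-negative cells of DHT. Without the low-mitochondrial barcodes, the phase differences of ESR1-positive minus ESR1-negative cells became, in percentage points, 2.82 for G1 in placebo, 2.49 for G1 in E2, 8.43 for G1 in DHT, 1.80 for S in placebo and −2.70 for S in DHT. In barcodes at or above that limit, the phase difference of IL24-positive minus IL24-negative cells became, in percentage points, 0.9001 for G2/M in E2. Above that mitochondrial limit, the correlation of the E2 and DHT changes became 0.0183.

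Among barcodes with at least 0.3% of UMIs on MALAT1, the log2 CPM ratios became −0.79 for ESR1 in DHT over placebo, −2.82 for IL24 in DHT over placebo and 4.65 for IL24 in E2 over DHT. Without the MALAT1-poor barcodes, the list median became −1.29 for the immediate-early list in DHT over placebo. At or above that MALAT1 limit, the list median within the ESR1 classes became −0.99 for the G2/M list in ESR1-negative cells, DHT over placebo. Within these MALAT1-bearing barcodes, the differences from placebo in the share of positive cells became, in percentage points, −5.42 for ESR1 in E2 and −4.42 for ESR1 in DHT. Among barcodes with at least 0.3% of UMIs on MALAT1, the phase differences from placebo became, in percentage points, −1.33 for S in DHT, −11.0 for G2/M in DHT, −1.27 for S in ESR1-negative cells of DHT and −11.4 for G2/M in ESR1-negative cells of DHT. Without the MALAT1-poor barcodes, the phase differences of ESR1-positive minus ESR1-negative cells became, in percentage points, 8.28 for G1 in DHT, 0.450 for S in placebo, −0.0522 for S in DHT and −8.23 for G2/M in DHT. At or above that MALAT1 limit, the correlation of the E2 and DHT changes became 0.0138.

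Without thinning, the list medians within the ESR1 classes became −1.03 for the G2/M list in ESR1-positive cells, DHT over placebo, −0.88 for the G2/M list in ESR1-negative cells, E2 over placebo and −1.49 for the G2/M list in ESR1-negative cells, DHT over placebo. In unthinned cells, the differences from placebo in the share of positive cells became, in percentage points, −7.92 for ESR1 in E2, −25.1 for ESR1 in DHT, 11.9 for PGR in E2, −3.90 for MKI67 in E2, −9.12 for MKI67 in DHT, 7.50 for IL24 in E2 and −3.92 for IL24 in DHT. On all UMIs, the phase differences from placebo became, in percentage points, 13.8 for G1 in E2, 16.9 for G1 in DHT, −7.18 for S in E2, −1.36 for S in DHT, 18.3 for G1 in ESR1-negative cells of E2, 23.1 for G1 in ESR1-negative cells of DHT, −8.04 for S in ESR1-negative cells of E2, −1.18 for S in ESR1-negative cells of DHT, −10.2 for G2/M in ESR1-negative cells of E2 and −22.0 for G2/M in ESR1-negative cells of DHT. With every UMI kept, the phase differences of ESR1-positive minus ESR1-negative cells became, in percentage points, 20.5 for G1 in placebo, −17.2 for G2/M in placebo and −10.6 for G2/M in E2. Without thinning, the phase differences of IL24-positive minus IL24-negative cells became, in percentage points, 5.86 for G1 in E2 and 3.63 for S in E2. In unthinned cells, the differences in IL24 detection of ESR1-positive minus ESR1-negative cells became, in percentage points, 5.68 in placebo and 13.4 in E2.

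With cells thinned to 500 UMIs, the list medians within the ESR1 classes became 0 for the G2/M list in ESR1-positive cells, E2 over placebo, −1.56 for the G2/M list in ESR1-positive cells, DHT over placebo and −0.71 for the G2/M list in ESR1-negative cells, E2 over placebo. At that lower depth, the differences from placebo in the share of positive cells became, in percentage points, −2.42 for ESR1 in E2, −3.41 for ESR1 in DHT, 0.838 for PGR in E2 and 0.586 for IL24 in E2. At 500 UMIs per cell, the phase differences from placebo became, in percentage points, 16.9 for G1 in DHT, −1.24 for S in DHT, 5.44 for G1 in ESR1-positive cells of DHT, 10.1 for S in ESR1-positive cells of DHT, 17.3 for G1 in ESR1-negative cells of DHT and −1.46 for S in ESR1-negative cells of DHT. In these more thinned cells, the phase differences of ESR1-positive minus ESR1-negative cells became, in percentage points, 5.07 for G1 in placebo, 2.50 for G1 in E2 and −6.78 for G1 in DHT. With cells thinned to 500 UMIs, the phase differences of IL24-positive minus IL24-negative cells became, in percentage points, −32.7 for G1 in placebo, 6.07 for G1 in E2, 28.6 for S in placebo and −0.0734 for S in E2. At that lower depth, the difference in IL24 detection of ESR1-positive minus ESR1-negative cells became, in percentage points, −0.131 in DHT.

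With a pseudocount of 10 CPM, the list medians became 0.55 for the estrogen list in E2 over placebo, −0.26 for the estrogen list in DHT over placebo, 0.041 for the androgen list in DHT over placebo, −0.042 for the NF-kB list in DHT over placebo, −1.02 for the immediate-early list in DHT over placebo, −0.18 for the interferon list in E2 over placebo, −0.20 for the interferon list in DHT over placebo, −0.36 for the G2/M list in E2 over placebo, −0.67 for the G2/M list in DHT over placebo, −0.30 for the S list in E2 over placebo and −0.32 for the S list in DHT over placebo. At that larger pseudocount, the list medians within the ESR1 classes became −1.10 for the G2/M list in ESR1-positive cells, DHT over placebo, 0.64 for the estrogen list in ESR1-negative cells, E2 over placebo, −0.18 for the estrogen list in ESR1-negative cells, DHT over placebo, −0.48 for the G2/M list in ESR1-negative cells, E2 over placebo and −0.89 for the G2/M list in ESR1-negative cells, DHT over placebo. With a pseudocount of 10 CPM, the correlation of the E2 and DHT changes became 0.0421.

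With a pseudocount of 0.1 CPM, the list medians became 0.88 for the estrogen list in E2 over placebo, −0.61 for the estrogen list in DHT over placebo, 0.70 for the androgen list in DHT over placebo, −1.31 for the interferon list in E2 over placebo, −1.05 for the interferon list in DHT over placebo, −0.60 for the G2/M list in E2 over placebo and −1.09 for the G2/M list in DHT over placebo.

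With each cell weighted equally, the log2 CPM ratios became −0.68 for ESR1 in E2 over placebo and 0.61 for ESR1 in E2 over DHT. Under equal cell weights, the list medians became 0.027 for the androgen list in E2 over placebo, −0.72 for the immediate-early list in DHT over placebo, −0.66 for the G2/M list in E2 over placebo, −1.37 for the G2/M list in DHT over placebo and −0.58 for the S list in E2 over placebo.

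With median-of-ratios scaling, the log2 CPM ratio became 0.39 for ESR1 in E2 over DHT. Under that scaling, the list medians became 0.85 for the estrogen list in E2 over placebo, 0.11 for the immediate-early list in E2 over placebo, −1.11 for the immediate-early list in DHT over placebo and −1.07 for the G2/M list in DHT over placebo.

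With the highest Scrublet scores left out, the list medians became 0.075 for the immediate-early list in E2 over placebo, −1.01 for the immediate-early list in DHT over placebo, −0.97 for the G2/M list in DHT over placebo and −0.51 for the S list in E2 over placebo. Without these high-scoring barcodes, the phase difference of IL24-positive minus IL24-negative cells became, in percentage points, −23.6 for G2/M in placebo.

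With the simple phase rule, the phase differences from placebo became, in percentage points, 17.1 for G1 in DHT and 17.9 for G1 in ESR1-negative cells of DHT. Under that rule, the phase differences of ESR1-positive minus ESR1-negative cells became, in percentage points, 5.29 for G1 in DHT and −1.04 for S in DHT. By this rule, the phase differences of IL24-positive minus IL24-negative cells became, in percentage points, 3.37 for G1 in E2 and 2.20 for S in E2.

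With species thresholds of 99% and 1%, the species shares became 91.3% for human barcodes of placebo, 0% for mouse barcodes of placebo, 79.5% for human barcodes of E2, 0% for mouse barcodes of E2, 89.0% for human barcodes of DHT and 0% for mouse barcodes of DHT.

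With a Leiden resolution of 0.5, the class shares of mouse barcodes became 22.7% for dendritic-like barcodes of placebo, 11.1% for dendritic-like barcodes of E2, 5.92% for dendritic-like barcodes of DHT and 17.8% for fibroblast-like barcodes of E2. The dendritic-like cluster at that resolution was led by Chil3 and Ly6c2.

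With another random draw, the difference from placebo in the share of positive cells became, in percentage points, −1.29 for MKI67 in E2.

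With at least 100 UMIs required per list gene, the list medians became 0.48 for the androgen list in DHT over placebo, −0.50 for the NF-kB list in DHT over placebo, −0.99 for the interferon list in E2 over placebo and −0.79 for the interferon list in DHT over placebo.

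With free RNA subtracted, the list median became −1.10 for the immediate-early list in DHT over placebo. Over genes at 100 CPM or more, the correlation of the E2 and DHT changes became 0.0189. Over genes at 5 CPM or more, the correlation of the E2 and DHT changes became 0.0142. With no minimum of UMIs per list gene, the list median became −0.50 for the interferon list in DHT over placebo.

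Mouse classes could not be computed at the 1% species threshold, since no mouse barcode of any library met it. The dendritic-like class under the stricter filter takes in a cluster led by Chil3 and Ly6c2. Depth limits the comparisons within classes: 13 placebo and 6 DHT cells were IL24-positive after thinning.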

Other observations

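The tests of cytoplasm without the nucleus, of handling that acts alike on human and mouse barcodes, of the interferon list and of IGF2 were chosen only after the results were seen. For the other tests the value was not seen beforehand, but higher G2/M genes in barcodes with few mitochondrial UMIs, and smaller differences between ESR1 classes in IL24 after thinning, had already been noticed.

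Human barcodes with under 2% mitochondrial UMIs made up 41.7% (40.1 to 43.3) of placebo, 29.1% (28.0 to 30.3) of E2 and 59.6% (58.3 to 60.8) of DHT human barcodes. They were shallower than the others, with medians of 2909 against 10583 human UMIs in placebo, 5182 against 8812 in E2 and 3107.5 against 6620 in DHT. After thinning, 35.4% of them were in G2/M in placebo, against 16.03% of the others, with 33.2% against 12.9% in E2 and 10.7% against 6.78% in DHT. ESR1 was detected in 5.48% against 13.4%, 2.35% against 7.84% and 1.69% against 7.94%. Handling of the whole suspension should order the mouse barcodes of the libraries as the human ones. Of the mouse barcodes, 22.7% (15.5 to 31.3) in placebo, 29.4% (25.3 to 33.7) in E2 and 48.2% (42.8 to 53.7) in DHT had under 2% mitochondrial UMIs, and without hemoglobin-rich barcodes, an exclusion chosen after the mouse clusters were seen, 20.7% (13.7 to 29.2), 28.8% (24.8 to 33.1) and 27.7% (22.1 to 33.8). In all mouse barcodes, placebo minus E2 was −6.66 percentage points (−15.0 to 2.83), against 12.5 (10.6 to 14.5) in human barcodes, and DHT minus E2 was 18.9 (11.9 to 25.7) against 30.4 (28.7 to 32.1), which argues against handling that acts alike on human and mouse barcodes. Without hemoglobin-rich barcodes, DHT minus E2 was −1.13 (−8.15 to 6.19), so the high share of DHT mouse barcodes rests on these. By the test set beforehand, mouse barcodes in another order count against handling of any size. That was left undecided after the values were seen, because placebo rested on 27 such mouse barcodes and the interval for placebo minus E2 includes 0, so handling with a smaller effect on mouse cells cannot be told apart from other sources. The nuclear RNAs MALAT1 and NEAT1 were depleted in these barcodes in every library, at least 2.80-fold, so that cytoplasm without the nucleus may be a candidate explanation. Low mitochondrial content with depleted nuclear RNA could also have other sources that were not tested.

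Some differences of the report were tested for this imbalance. Phases were scored anew among barcodes with at least 2% mitochondrial UMIs. There the difference of E2 from placebo in the G2/M share was −2.21 percentage points (−4.35 to −0.108), against −4.86 over all cells. With the scores of all cells, 16.03% of these placebo barcodes and 12.9% of these E2 barcodes were in G2/M. The imbalance as the whole source is thus argued against. It may account for part of the difference, though the new scoring also moved the value. With at least 0.3% of UMIs on MALAT1, the difference was −4.88. For the lower share of cells with ESR1 in E2 the imbalance acts the other way, since such barcodes were poorer in ESR1 and fewer in E2 than in placebo, which argues against it as the source. That the difference was −5.57 percentage points among barcodes with at least 2% mitochondrial UMIs follows from this and is no separate evidence. For G2/M in placebo, ESR1-positive minus ESR1-negative cells, the value among barcodes with at least 2% mitochondrial UMIs, also scored anew, was −4.62 percentage points (−9.19 to 0.575). By the test set beforehand, an interval that includes 0 counts for the imbalance. It was left undecided after the value was seen, because the value stayed nearer to the −6.99 over all cells than to 0 and was −8.20 (−12.4 to −3.31) with the MALAT1 filter. The explanations cannot be told apart with these numbers of cells.

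The estrogen list rose in ESR1-negative E2 cells. Free RNA of responding cells is argued against as the source at median depth. In mouse barcodes, the median of human UMIs was 3.84% of that of a human cell in placebo and 4.76% in E2. At that level free RNA would give a median log2 change of 0.060 over unthinned cells of both classes. In ESR1-negative cells the change was 1.09 after thinning and 1.03 (0.922 to 1.12) without it. Free RNA makes up more of a shallow cell, and its part there was not computed. That ESR1 transcripts were missed at low depth is consistent with the tables, since among cells of at least 10000 human UMIs ESR1 was detected in 77.0% of placebo and 59.6% of E2 cells, at least 1.72 times the share over all cells. Many cells classed as ESR1-negative may therefore express the gene. A response of cells that lack ESR1 was not tested.

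IL24 was found more often in ESR1-positive E2 cells without thinning, with an odds ratio of 3.27. Cells with more UMIs detect both genes more often, and within 10 strata of the cells by depth the pooled (Mantel-Haenszel) odds ratio was 1.57 (1.31 to 1.88). Depth may thus account for part of the relation. Whether it is the whole source stays open, because cells within a stratum still differ in depth. With at least 2% mitochondrial UMIs the pooled odds ratio was 1.49 (1.22 to 1.81), which argues against barcodes that lack both genes as the whole source. After thinning to 1000 UMIs the relation was not detectable.

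The interferon list was lower in E2 and in DHT than in placebo. With that limit of 2% mitochondrial UMIs the smaller of both falls was −0.59 on the log2 scale, which argues against the imbalance of such barcodes. A high placebo library alone would leave E2 and DHT alike, and the median of E2 over DHT was −0.030 over all cells and −0.13 (−0.22 to −0.019) with that limit. The first value cannot exclude a shared effect of both hormones, and with 1 placebo library these explanations cannot be told apart.

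IGF2 was detected in 42.8% of E2 cells without thinning, and in 18.4% (15.1 to 22.2) of E2 mouse barcodes, where it can only be free RNA, with a mean of 0.22 and at most 5 UMIs. Cells with few IGF2 UMIs may therefore hold free RNA. Among 2014 E2 cells of at least 10000 human UMIs, 38.8% (36.7 to 41.0) had no IGF2 UMI, where a Poisson count with the mean of 9.40 UMIs would leave 0.00827%. Depth too low to detect a gene expressed at 1 level in all E2 cells is thus argued against, while cells without IGF2 UMIs may still express it weakly, below detection. Of the 2014 cells, 26.8% (24.8 to 28.8) had more IGF2 UMIs than any E2 mouse barcode, which argues against free RNA that brings IGF2 to all E2 cells alike, and a hypothesis is that E2 cells differ in IGF2 expression. Whether the cells without IGF2 come from 1 of the pooled tumors was not tested.

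The cell sets differ from those of the study. The human cells here were 3779 in placebo and 5979 in E2 without thinning, and 3374 and 5586 after thinning to 1000 UMIs. Over the thinned cells, the difference of E2 from placebo was −4.07 percentage points for ESR1-positive, 1.77 for PGR-positive and −0.655 for MKI67-positive cells, and over the unthinned cells −7.92, 11.9 and −3.90. For phases within ESR1 classes, the differences for G1 were 6.86 in ESR1-positive and 9.52 in ESR1-negative cells after thinning and 10.0 and 18.3 without it, and those for G2/M were −3.82 and −5.24 after thinning and −3.70 and −10.2 without it. The denominators differ from the quoted ones, so no direction is given.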
